A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Plastid and cytoplasmic origins of 1O2-mediated transcriptomic responses" (2022).

How the data were processed

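RNA was measured in 12 libraries of whole wild type Col-0 seedlings of Arabidopsis thaliana, 2 weeks old, after 2 h in the light in Rose Bengal at 0, 10, 100 or 400 µM, with 3 libraries per dose. Per the labels and the study's methods, total RNA was made into MARS-seq libraries, which carry the 3′ ends of polyadenylated RNA, and sequenced on a NextSeq 500. The authors trimmed the reads with cutadapt, mapped them with STAR to the Araport 11 reference and counted them per gene with HTSeq-count. The submitters' processing notes also name bcl2fastq 2.17.1.14 and cutadapt 1.8.3. The deposited counts are raw read counts per gene, kept by the authors for genes with more than 5 reads in at least 1 sample, and no filter on molecular identifiers was used, so they can hold PCR duplicates. The deposited normalized signal is each count divided by 1 size factor per library, from the DESeq2 program, which was checked on the values. The deposited log2 values are regularized log2 values from the same program. The raw counts alone were used here.

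Samples were grouped by the dose in their labels, although the study's list of data sets names another treatment for this series. Counts of 13307 genes were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes needed at least 5 reads in at least 1 sample, which removed none, since the lowest of the highest counts of a gene was 6. Library totals were scaled by TMM factors, and all 12 libraries entered 1 fit of edgeR's quasi-likelihood model (glmQLFit, glmQLFTest). Each dose was compared with 0 µM, neighbouring doses with each other, and the 3 doses together in an F test. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are those of the fit. Their standard errors (SE) were derived from the test, as the size of the log2 fold change divided by the square root of the F statistic. CPM per library used the same factors. A gene with 0 reads in a group was compared with a floor of 3 counts over the group, and a gene with 1 to 3 reads was given a 95% counting interval. With 3 libraries per group, leaving out a library leaves at least 2.

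Before the data were examined, the comparisons, the tests, the alternatives, the rule for named genes and 32 gene lists were fixed. For each dose against 0 µM, the rule named the 10 largest rises and the 10 largest falls among called genes with a mean of at least 10 CPM and with the treated libraries all on 1 side of the untreated ones. For neighbouring doses it named the first 5 of each. It also named the 8 marker genes the study follows by qRT-PCR and up to 4 members of each list with the smallest p at 400 µM. Other list members, the examples of the component and the genes with most of their reads at a dose in 1 library were chosen after their values were seen.

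The lists were the singlet oxygen markers, superoxide markers, JAZ repressors, jasmonate synthesis, AP2/ERF factors, WRKY factors, C2H2 zinc finger factors, calmodulin-like and touch genes, MAP kinase cascade, heat shock, glutathione transferases and detoxification, antioxidant enzymes, mitochondrial dysfunction, salicylate and immunity, ethylene biosynthesis, camalexin synthesis, abscisic acid and dehydration, unfolded protein response, proteasome, light-harvesting proteins, carbon fixation, chlorophyll synthesis, plastid singlet oxygen signalling, Aux/IAA repressors, circadian clock, cell cycle, expansins, root markers and reference genes. Another 3 were set by rule: plastid-encoded, mitochondrion-encoded and cytosolic ribosomal protein genes. Lists were tested with limma's camera with a preset correlation of 0.01, then with an estimated correlation and with fry, adjusted over 96 tests of 32 lists at 3 doses. List tests between neighbouring doses, adjusted over 64 tests, were added after seeing the data. Fry called 13, 17 and 16 lists at 10, 100 and 400 µM in 1 direction on balance, and 21, 26 and 26 for change in either direction.

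Gene names came from a reference table of assembly TAIR10.1, used for names and neighbouring genes only, since the authors used Araport 11. Of the 13307 identifiers, 13214 (99.3%) matched. Alternatives were other size factors, library totals, a stricter filter, DESeq2, a fit of only the groups compared, the replicate number as a block, leaving out each library in turn and a minimum fold of 2. After seeing the data, leaving out 3 libraries together and leaving out each library in turn for the list tests were added. For overlaps between doses, unchanged groups were simulated 20 times against the same controls.

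The tests were tried on simulated counts with 200 changed genes per comparison. Each gene was drawn on its own, so the simulated counts lack the component shared between libraries that is described below. The shares recovered and the false calls hold for data without it. For 400 against 0 µM, with 12885 genes, 24% of 100 genes changed 2-fold were recovered (48.9% of those at 10 CPM or more), 67% of those changed 4-fold (100% at 10 CPM or more), and 10 unchanged genes were called. For 100 against 0 µM, with 12923 genes, the shares were 28% and 61%, with 5 false calls, and for 10 against 0 µM, with 12913 genes, 29% and 67%, with 5. For 100 against 10 µM, with 12917 genes, they were 27% and 68%, with 8, and for 400 against 100 µM, with 12915 genes, 31% and 58%, with 4. The F test, with 12914 genes, recovered 78% of 200 genes changed 4-fold, with 15 false calls.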

Results

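The data came from whole Col-0 seedlings of Arabidopsis thaliana, 2 weeks old, placed in 0, 10, 100 or 400 µM Rose Bengal for 2 h under light of 30 µE. The labels name this treatment, while the study's list of data sets gives DCMU for this series and Rose Bengal for another; the labels were followed. Rose Bengal (RB) is a dye that makes singlet oxygen when it is lit. MARS-seq, which reads the 3′ ends of polyadenylated RNA, gave 12 libraries, 3 per dose. Library totals ran from 1499791 reads (RB 10 µM replicate 3) to 3608636 reads (RB 10 µM replicate 2), so that 1 read was 0.667 CPM in the smallest library and 0.277 CPM in the largest. Each of 13307 genes was tested. The study's methods speak of biological replicates for its qRT-PCR samples, but neither its account of the sequencing nor the labels say that the 3 libraries of a dose come from separate cultures, so the p-values measure the spread between these samples. The reads were not filtered by molecular identifier, and counting intervals and floors cover counting error only.

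Libraries of 1 dose differed from each other by more than counting error, with a chi-square per gene of 3.43 to 11.1 between replicate pairs. In the deviations from the group means, 1 component held 33.4% of the variance over 6904 genes, and the next held 14.6%. It set RB 10 µM replicate 1, RB 100 µM replicate 1 and RB 400 µM replicate 2 apart from the other libraries of their dose, with scores of 0.36, 0.65 and 0.28. Among its leading genes were ACT2 (an actin), LHCB5 (a light-harvesting protein), CAM3 (a calmodulin) and PGY2 (a ribosomal protein). ACT2 stood at 133 CPM in RB 100 µM replicate 1, against 13.5 and 32.9 CPM in the other libraries of that dose and 56.9, 105 and 60.8 CPM in the untreated libraries. At 100 µM the other libraries of the dose thus stood below the untreated range.

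**Figure D1:**
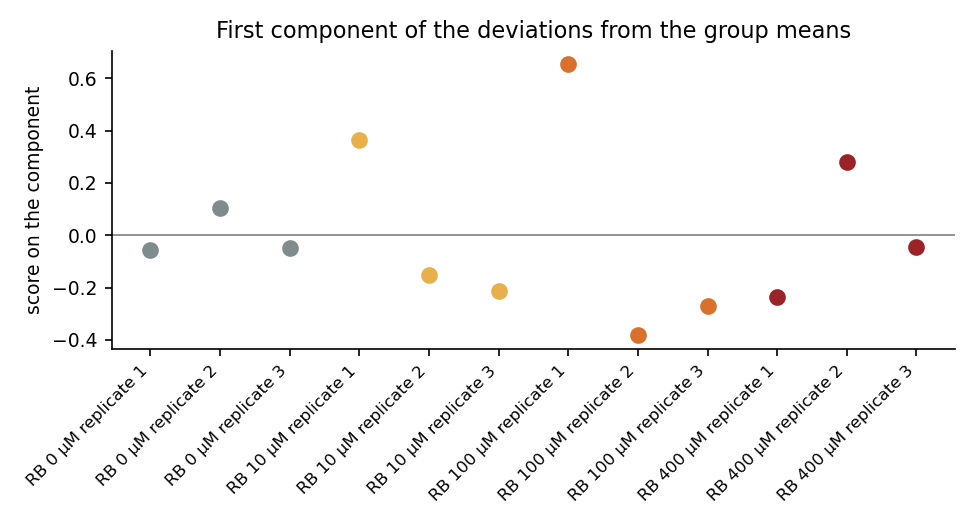
Score of each of the 12 libraries on the first component of the deviations from the group means; the y axis has no unit, and colours mark the dose. RB 10 µM replicate 1, RB 100 µM replicate 1 and RB 400 µM replicate 2 have the highest score of their dose, at 0.36, 0.65 and 0.28.

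The study follows singlet oxygen responses with a set of marker genes, and the first question is how these markers moved with dose. BAP1, a membrane-associated inhibitor of cell death, rose at each dose, from 69.7 ± 9.14 CPM (SD, n = 3) in untreated seedlings to 126.5 ± 19.9, 233 ± 40.8 and 263 ± 4.196 CPM at 10, 100 and 400 µM. FLOT3, a flotillin-like membrane protein, rose at 100 µM by 2.15 on the log2 scale (SE 0.37) and at 400 µM by 2.68 (SE 0.37). GER5, a GRAM domain protein, rose by 0.75 (SE 0.19), 1.75 (SE 0.19) and 1.66 (SE 0.19) at the 3 doses. CML40, a calmodulin-like protein, had no read in the untreated libraries and was at least 10.2-fold higher at 100 µM and at least 16.6-fold higher at 400 µM, against a floor of 3 counts over the group. The superoxide markers did not pass the test at any dose. At 400 µM the log2 fold change was -0.25 for FER1 (a ferritin), -0.79 for the HSP17-like gene AT4G21870 and -0.04 for MYBL2 (a MYB repressor).

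Of the 4 singlet oxygen markers, 2 were higher at 10 µM, 4 at 100 µM and 4 at 400 µM; adjusted over the list alone the counts were 4, 4 and 4. Of the 3 superoxide markers tested, 0 were called over all genes, and 0 adjusted over the list alone. FER4, also a superoxide marker of the study, was not analysed here. Both lists were chosen by the study, so their counts are not independent evidence of their direction. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, BAP1 had an adjusted p of 0.00241, 2.61e-07 and 5.83e-08 at the 3 doses. At 10 µM, FLOT3 was not called (log2 fold change 0.96, adjusted p = 0.246), but without RB 0 µM replicate 2 it was (1.90, adjusted p = 0.0107). The call of GER5 at 10 µM (adjusted p = 0.0324) was lost without RB 0 µM replicate 1, RB 0 µM replicate 3, RB 10 µM replicate 2 or RB 10 µM replicate 3, with an adjusted p of 0.163, 0.133, 0.0599 and 0.136, and in a fit of only the 2 groups compared (0.75, adjusted p = 0.0805). Without RB 100 µM replicate 1, the HSP17-like gene was called lower at 100 µM (log2 fold change -1.64, adjusted p = 0.0447).

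**Figure D2:**
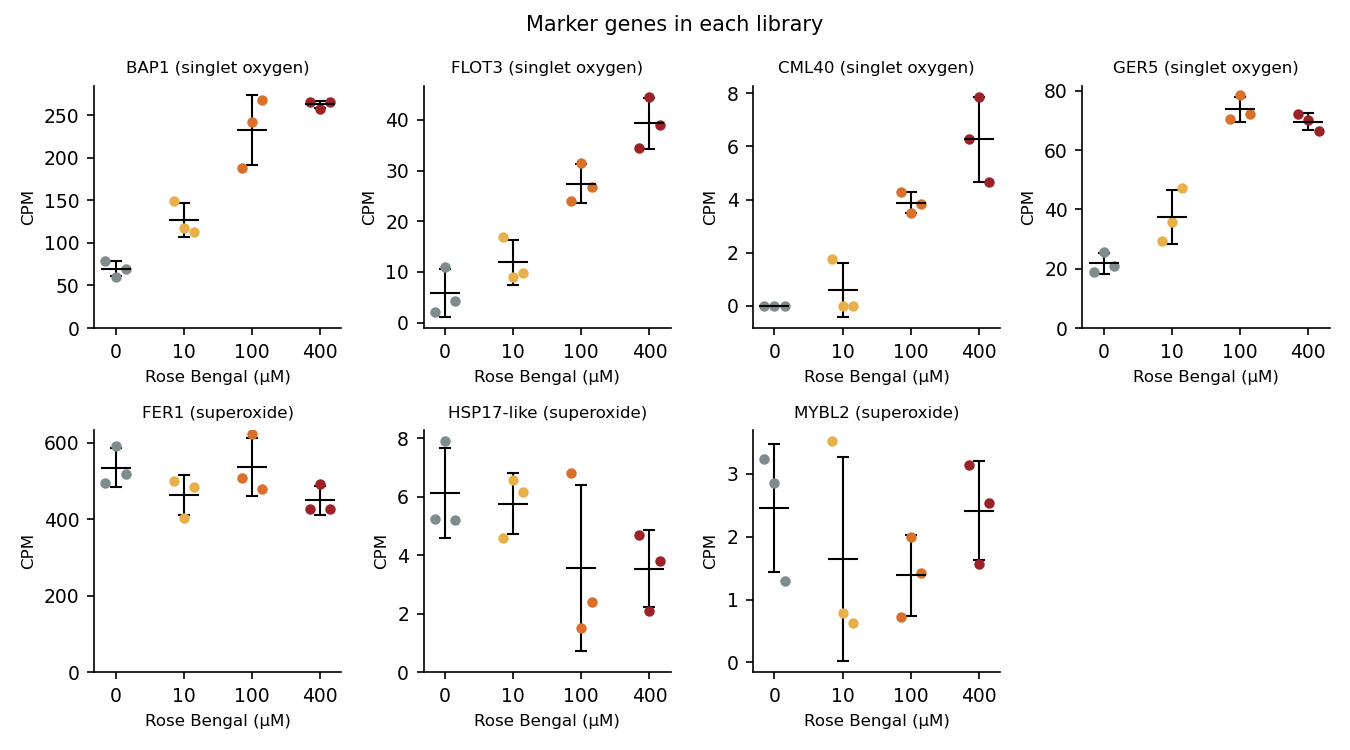
CPM (y axis) of the 4 singlet oxygen markers and the 3 tested superoxide markers against Rose Bengal dose in µM (x axis, categories); points are the 12 libraries, and bars the mean and SD of 3 libraries. BAP1 goes from a mean of 69.7 CPM at 0 µM to 263 CPM at 400 µM, and FER1 from 535 to 449 CPM.

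The comparison of 400 µM with 0 µM asks which transcripts differ at the highest dose. HSFA2, a heat shock transcription factor, rose from 2.43 ± 0.70 to 117 ± 5.45 CPM (SD, n = 3; log2 fold change 5.58, SE 0.32). HSP17.7, a small chaperone, rose from 47.2 ± 3.25 to 1730 ± 60.9 CPM. The F-box genes PP2-B14 and PP2-B13 rose by 6.04 (SE 0.35) and 5.58 (SE 0.25) on the log2 scale. EXPA18, an expansin of root hairs, fell from 22.6 ± 2.76 to 0.14 ± 0.24 CPM.

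All 19 heat shock genes rose at 400 µM, and all 19 did so adjusted over the list alone. Their median log2 fold change was 4.51, or 4.199 with genes at 0 reads set to their bound (adjusted p = 3.32e-30 in camera, limma's test of a list against the other genes). HSP101, a disaggregase, rose by 4.94 (SE 0.19), HSP17.6C by 5.43 (SE 0.21) and HSP17.4 by 4.51 (SE 0.18). Near-identical small heat shock genes cannot always be told apart by their reads, so single members are less certain than the group. Among AP2/ERF transcription factors, 14 of 16 rose and 2 were not called (14 higher and 1 lower adjusted over the list alone), with a median of 1.94 (adjusted p = 1.64e-14). ERF6, ERF13, ERF105 and ERF109 rose by 3.08 (SE 0.14), 5.04 (SE 0.26), 3.28 (SE 0.25) and 4.09 (SE 0.30). Of 14 WRKY factors, which act in defence, 9 rose (11 higher and 1 lower adjusted over the list alone), among them WRKY40 by 3.27 (SE 0.20) and WRKY33 by 3.17 (SE 0.20). Of 9 C2H2 zinc finger factors, 5 rose and 1 fell (6 and 1 adjusted over the list alone). ZAT10 and ZAT12 rose by 2.73 (SE 0.14) and 4.21 (SE 0.23), and ZAT5 fell by 1.48 (SE 0.20).

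Detoxification genes rose as a group at 400 µM. Of 19 glutathione transferases and related enzymes, 15 rose and 4 were not called (16 higher adjusted over the list alone), with a median of 2.05 (adjusted p = 1.37e-13). GSTF8, the most abundant of them in untreated seedlings, went from 2049 ± 185 to 5448 ± 303 CPM, and GSTU12 rose by 4.68 (SE 0.30). Of 10 mitochondrial dysfunction genes, 7 rose (7 adjusted over the list alone), among them the carrier DIC2 by 4.52 (SE 0.17) and the alternative oxidase AOX1D by 2.00 (SE 0.22). The median of that list was 1.88, or 1.48 with genes at 0 reads set to their bound. Of 6 calmodulin-like and touch genes, 5 rose (5 adjusted over the list alone), with CML37 up by 5.04 (SE 0.29) and TCH3 by 1.84 (SE 0.14). The call of this list had an adjusted p of 3.60e-05, and an adjusted p of 0.0643 with an estimated correlation.

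Genes of jasmonate synthesis rose more often than they fell at 400 µM: of 13, 7 rose and 1 fell (8 and 3 adjusted over the list alone). AOC3, LOX4 and OPR3, enzymes of that pathway, rose by 2.72 (SE 0.18), 3.42 (SE 0.23) and 1.24 (SE 0.13). The list had an adjusted p of 0.00104, and an adjusted p of 0.0966 with an estimated correlation. Of 10 JAZ repressors of jasmonate responses, 2 rose (2 adjusted over the list alone), JAZ5 by 3.03 (SE 0.23) and JAZ7 with a counting interval of 4.56- to 1170-fold, and the list had an adjusted p of 0.146 with an estimated correlation. Of 7 camalexin synthesis genes, 5 rose (6 adjusted over the list alone), among them PAD3 by 2.18 (SE 0.22), with an adjusted p of 0.0675 with an estimated correlation. CYP71A13, among the rises, lost its call without RB 0 µM replicate 1 or 3 and without RB 400 µM replicate 2 or 3. Its adjusted p in edgeR was then 0.0567 to 0.106. Of 9 salicylate and immunity genes, 2 rose (2 adjusted over the list alone), EDS5 and CBP60G, with an adjusted p of 0.0593 with an estimated correlation. Of 9 MAP kinase cascade genes, 3 rose (3 adjusted over the list alone), MKK4, MKK9 and MEKK1, and the list's adjusted p was 0.0492, or 0.122 with an estimated correlation. That call was also lost, with an adjusted p of 0.0510 to 0.0827, without RB 0 µM replicate 3, RB 10 µM replicate 1, RB 10 µM replicate 2, RB 100 µM replicate 1, RB 100 µM replicate 2, RB 100 µM replicate 3 or RB 400 µM replicate 1.

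Root markers fell as a group at 400 µM: of 10, 6 fell and 4 were not called (7 lower adjusted over the list alone), with a median of -1.26 (adjusted p = 3.04e-07). EXPA7 and EXPA18, expansins of root hairs, had 1 read each at 400 µM, with counting intervals of an 18.6- to 4180-fold and a 24.4- to 5480-fold fall. TIP2;3, a water channel, and PHO1, a phosphate exporter, fell by 2.74 (SE 0.38) and 1.36 (SE 0.25). CASP1, a Casparian strip protein of the endodermis, fell by 0.64 (SE 0.20), and CASP2 was not called, at -0.63 (SE 0.35). Among the falls named by the rule outside the lists were the extensins EXT6, EXT10 and EXT12, HRGP1, the proline-rich protein PRP3 and the arabinogalactan protein AGP3. PRP3 went from 75.9 ± 3.396 to 1.404 ± 1.22 CPM, and AGP3 from 99.5 ± 11.8 to 3.57 ± 0.54 CPM. Extensins are repetitive and share sequence, so their single values are uncertain. AT3G43850, with the largest fall among genes named by the rule, had 110 ± 65.8 CPM in untreated libraries and a counting interval of an 89.9- to 2690-fold fall, but it stood at 81.6 CPM in RB 100 µM replicate 3 and under 1 CPM in the other libraries of that dose.

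**Figure D3:**
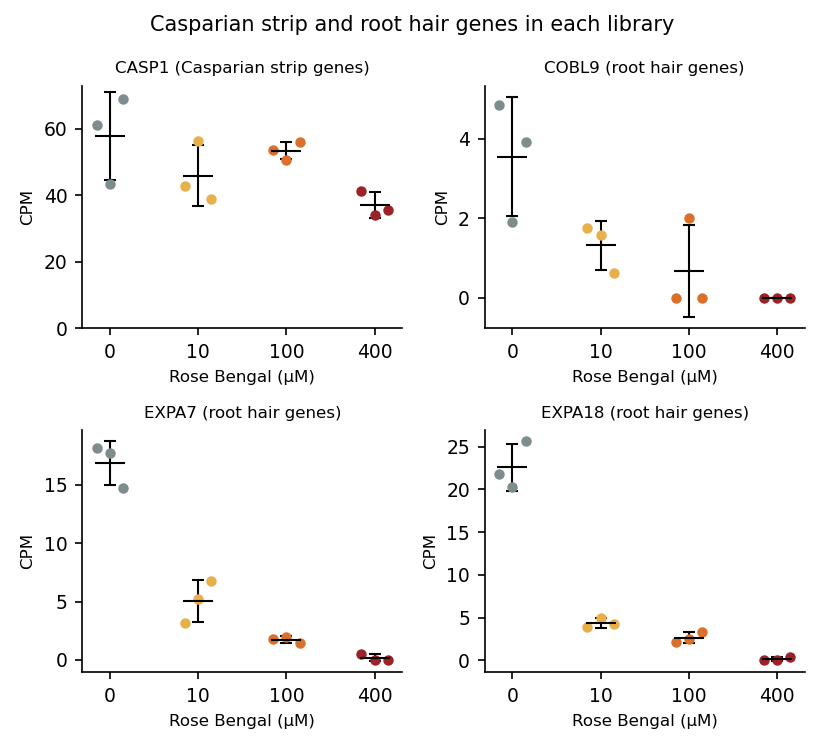
CPM (y axis) of the Casparian strip gene CASP1 and 3 root hair genes against Rose Bengal dose in µM (x axis, categories); points are the 12 libraries, and bars the mean and SD of 3 libraries. EXPA18 goes from a mean of 22.6 CPM at 0 µM to 0.14 CPM at 400 µM, while CASP1 goes from 57.8 to 37.0 CPM.

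Of 14 carbon fixation genes, 4 fell at 400 µM (4 adjusted over the list alone). PRK, a Calvin cycle kinase, fell by 0.77 (SE 0.13) and RBCS1B, a small subunit of Rubisco, by 0.89 (SE 0.14). RBCS1B has close copies that its reads may also match. The list had an adjusted p of 0.00833 in camera, or 0.445 with an estimated correlation. It was not called without RB 400 µM replicate 3 (adjusted p = 0.0665). CFBP1, among the falls, lost its call without RB 0 µM replicate 1 or 3 and without RB 400 µM replicate 2 or 3. Its adjusted p in edgeR was then 0.0531 to 0.0726. Of 18 light-harvesting protein genes, 2 rose and 3 fell (2 and 3 adjusted over the list alone), and the list was not called. LHCB4.2 fell by 0.55 (SE 0.12), and LHCB2.3 rose by 1.28 (SE 0.24). LHCB2.2, among the falls, lost its call without RB 0 µM replicate 2 or 3 and without RB 400 µM replicate 1 or 3. Its adjusted p in edgeR was then 0.086 to 0.104. Of 16 chlorophyll synthesis genes, 2 rose and 1 fell (2 and 4 adjusted over the list alone). FC1, a ferrochelatase, rose by 1.37 (SE 0.15). The fall, of FC2, was not called without RB 0 µM replicate 1 or 3 and without RB 400 µM replicate 1 or 3. Its adjusted p in edgeR was then 0.0612 to 0.106. The median of that list was -0.28 and its mean 0.07. Of 29 mitochondrion-encoded genes, 7 rose (12 adjusted over the list alone), with a median of 0.82 and an adjusted p of 6.34e-06. MARS-seq reads polyadenylated RNA, so a change in the polyadenylated share of these transcripts cannot be told apart from a change in their level. ATMG01390 rose by 0.62 (SE 0.13) and ATMG00690 by 0.82 (SE 0.14). Of 64 plastid-encoded genes, 5 rose and 1 fell (5 and 0 adjusted over the list alone), and the list was not called. One of the 5, ATCG00260, had 99.7% of its reads at 400 µM in RB 400 µM replicate 3, at 794.5 CPM.

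The remaining lists were not called at 400 µM. Of 13 antioxidant enzyme genes, 2 rose and 1 fell (2 and 1 adjusted over the list alone). APX1, among the rises, lost its call without RB 0 µM replicate 2 or RB 400 µM replicate 3 (adjusted p = 0.0606 and 0.0602 in edgeR). APX2, an ascorbate peroxidase, rose with a counting interval of 8.79- to 283-fold, and CAT2, a catalase, fell by 0.86 (SE 0.19). Of 11 unfolded protein response genes, 3 rose and 2 fell (3 and 2 adjusted over the list alone), with a median of -0.32 and a mean of 0.21. ERDJ3A rose by 1.90 (SE 0.25), and CRT1, a lectin chaperone, fell by 0.72 (SE 0.15). The rise of BZIP60 lost its call without RB 0 µM replicate 3 or RB 400 µM replicate 2 (adjusted p = 0.0501 and 0.0691 in edgeR). The fall of CNX1 lost its call without RB 0 µM replicate 2 or 3 or RB 400 µM replicate 2. Its adjusted p in edgeR was then 0.0513 to 0.0852. Of 19 abscisic acid and dehydration genes, 3 rose and 2 fell (4 and 2 adjusted over the list alone). Both falls, RD20 and RD22, were not called without RB 400 µM replicate 3 (adjusted p = 0.121 and 0.052 in edgeR). RD20 also lost its call without RB 0 µM replicate 1 or 3 or RB 400 µM replicate 1 (adjusted p of 0.0749 to 0.127). RD22 also lost it without RB 400 µM replicate 2 (adjusted p = 0.0593). Of the rises, HAI1 was lost without RB 0 µM replicate 1 or 2 (adjusted p = 0.0706 and 0.0501). ERD10 was lost without RB 0 µM replicate 2 (adjusted p = 0.0578). Of 5 ethylene biosynthesis genes, 1 rose (2 adjusted over the list alone), of 14 Aux/IAA repressors 2 (2), of 13 circadian clock genes 1 rose and 1 fell (1 and 1), and of 9 expansins 1 rose (1). Both Aux/IAA calls, IAA16 and IAA19, were lost without RB 400 µM replicate 3 (adjusted p = 0.0507 and 0.0754 in edgeR). IAA16 was also lost without RB 0 µM replicate 2 (adjusted p = 0.0576), and IAA19 without RB 0 µM replicate 3 (adjusted p = 0.0543). BOA, the clock gene that rose, lost its call without RB 400 µM replicate 2 (adjusted p = 0.0588 in edgeR). Expansins had a median of -0.02 and a mean of 0.21, and EXPA10 rose by 1.90 (SE 0.39). None of the 7 plastid singlet oxygen signalling genes, 14 proteasome genes, 9 reference genes, 2 cell cycle genes or 3 genes described as cytosolic ribosomal proteins was called, over all genes or adjusted over the list alone. The last list held only genes matched by the wording of their description, so it does not speak for ribosomal protein genes as a class. Reference genes had a median of 0.10 and a mean of -0.01, and plastid singlet oxygen signalling genes a median of 0.04 and a mean of 0.19, with a camera direction of down (adjusted p = 0.940). UBQ10, a reference gene, stood at 5332 ± 526 CPM at 0 µM and 6310 ± 156 CPM at 400 µM. Tested genes are whole-seedling averages, and the share of each tissue is not given.

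Over all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1212 genes higher and 856 lower at 400 µM than at 0 µM, of which 796 and 448 also changed at least 2-fold. Higher genes were 58.6% of the calls, and 46.5% with library totals in place of TMM factors, which moved the median of all genes from -0.04 to -0.15 on the log2 scale. Camera called 16 of the 32 lists at 400 µM, and 9 of them held with an estimated correlation: singlet oxygen markers, AP2/ERF, WRKY and C2H2 zinc finger factors, heat shock, detoxification, mitochondrial dysfunction, root markers and mitochondrion-encoded genes.

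At 100 µM HSP17.6C rose from 21.8 ± 1.80 to 1299 ± 189 CPM (SD, n = 3) and HSP101 from 30.6 ± 0.97 to 1334 ± 36.8 CPM. BAG6, a co-chaperone, rose by 5.49 (SE 0.41) and HSFA2 by 5.65 (SE 0.32). RABA2b, a small GTPase, rose from 3 reads in the untreated group to 227 reads, with a counting interval of 29.5- to 426-fold. HRGP1 fell by 4.69 (SE 0.29), EXT10 by 4.23 (SE 0.32), the peroxidase AT1G30870 by 3.95 (SE 0.37) and PRP3 by 3.32 (SE 0.27).

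Of the lists at 100 µM, heat shock had 17 of 19 genes higher (19 adjusted over the list alone) and a median of 4.63, or 4.05 with genes at 0 reads set to their bound. Among AP2/ERF factors 13 of 16 rose (14 adjusted over the list alone), among WRKY factors 6 of 14 (7), among detoxification genes 13 of 19 (14) and among mitochondrial dysfunction genes 6 of 10 (6). Of 9 C2H2 zinc finger factors 5 rose and ZAT5 fell (8 and 1 adjusted over the list alone). Of 10 root markers 3 fell (6 adjusted over the list alone), with a median of -1.23. Of jasmonate synthesis genes 7 of 13 rose and 1 fell (7 and 2 adjusted over the list alone), with an adjusted p of 0.0784 with an estimated correlation. Of 6 calmodulin-like and touch genes 4 rose (4 higher and 1 lower adjusted over the list alone), with an adjusted p of 0.102 with an estimated correlation. Of 18 light-harvesting genes 5 fell (6 adjusted over the list alone), and of 14 carbon fixation genes 4 fell (4), with an adjusted p of 0.490 and 0.459 with an estimated correlation. The carbon fixation call was lost without RB 100 µM replicate 1 (adjusted p = 0.0658). The light-harvesting call was lost, with an adjusted p of 0.0504 to 0.104, without RB 0 µM replicate 2, RB 0 µM replicate 3, RB 10 µM replicate 1, RB 100 µM replicate 1, RB 100 µM replicate 3 or RB 400 µM replicate 2. Further calls, of JAZ repressors, MAP kinase cascade, salicylate, camalexin, plastid-encoded and mitochondrion-encoded genes, had an adjusted p of 0.228, 0.101, 0.107, 0.122, 0.662 and 0.252 with an estimated correlation. Of these genes, 1 of 10 JAZ repressors, 2 of 9 MAP kinase cascade, 2 of 9 salicylate, 4 of 7 camalexin, 4 of 64 plastid-encoded and 2 of 29 mitochondrion-encoded genes rose, and 2, 3, 2, 4, 1 and 1 did adjusted over the list alone. The MAP kinase, salicylate, plastid-encoded and mitochondrion-encoded calls were each lost without RB 0 µM replicate 3 (adjusted p = 0.0590, 0.0590, 0.370 and 0.0799) and RB 100 µM replicate 1 (0.0609, 0.0625, 0.265 and 0.0536). They were lost in part without RB 0 µM replicate 2 (mitochondrion-encoded, 0.117), RB 10 µM replicate 1 (MAP kinase and salicylate, 0.0522 each), RB 10 µM replicate 2 (salicylate, 0.0524) and RB 100 µM replicate 3 (MAP kinase, 0.0612, and mitochondrion-encoded, 0.0681). With the filterByExpr filter the JAZ and plastid-encoded calls were lost (0.0514 and 0.0544), with fry the light-harvesting and plastid-encoded calls (0.0794 and 0.366), and without the 3 libraries that share the component, chosen after seeing the data, also the camalexin call (0.0736). Median and mean differed in sign, with no list call, for proteasome (0.01 and -0.18), clock (0.11 and -0.04), ribosomal protein (0.16 and -0.13) and plastid singlet oxygen signalling genes (-0.29 and 0.21). Antioxidant genes had a median of 0.06, a mean of 0.17 and a camera direction of down (adjusted p = 0.979).

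In total 974 genes were higher and 561 lower at 100 µM than at 0 µM, of which 625 and 276 also changed at least 2-fold. Higher genes were 63.5% of the calls, and 49.4% with library totals in place of TMM factors, which moved the median of all genes from -0.04 to -0.15. The number of lower genes was 925 without RB 100 µM replicate 1 and 368 without RB 0 µM replicate 3. Camera called 18 of the 32 lists, and 8 held with an estimated correlation.

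At 10 µM BAG6 rose by 5.18 (SE 0.40), from 4.65 ± 1.31 to 171 ± 109 CPM (SD, n = 3). HSFA2 rose by 4.94 (SE 0.33), HSP17.7 by 4.80 (SE 0.19) and HSP101 by 4.33 (SE 0.19). The hydroxyproline-rich HRGP1 fell by 3.05 (SE 0.24), EXT10 by 3.01 (SE 0.27) and PRP3 by 2.62 (SE 0.25). AT3G43850 fell by 5.78 (SE 1.16), with an adjusted p of 0.00455 in edgeR and 0.0608 in DESeq2.

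Of the lists at 10 µM, heat shock had 17 of 19 genes higher (17 adjusted over the list alone), with a median of 3.52. Among detoxification genes 10 of 19 rose (14 adjusted over the list alone), among AP2/ERF factors 7 of 16 (12 higher and 1 lower), among mitochondrial dysfunction genes 5 of 10 (7) and among WRKY factors 4 of 14 (6 higher and 1 lower). Of 9 C2H2 zinc finger factors 5 rose and ZAT5 fell (6 and 1 adjusted over the list alone), and of 10 root markers 4 fell (4), with a median of -0.91. One detoxification call, GSTU5, had 94.4% of its reads at 10 µM in 1 library, at 41.2 CPM. Jasmonate synthesis genes, of which 3 rose and 1 fell (4 and 2 adjusted over the list alone), were not called as a list, with a median of -0.01 and a mean of 0.18. Median and mean also differed in sign for abscisic acid (-0.07 and 0.21), chlorophyll synthesis (-0.16 and 0.05) and antioxidant genes (-0.01 and 0.09), none of them called. Further calls were lost with an estimated correlation: calmodulin-like (adjusted p = 0.0644), salicylate (0.101), unfolded protein response (0.453), light-harvesting (0.283), carbon fixation (0.242) and mitochondrion-encoded genes (0.283). The mitochondrion-encoded list stood lower at 10 µM, with a median of -0.13, and higher at 400 µM, and its call at 10 µM was lost, with an adjusted p of 0.0506 to 0.361, without RB 0 µM replicate 1, RB 10 µM replicate 2, RB 10 µM replicate 3, RB 100 µM replicate 1, RB 100 µM replicate 2, RB 100 µM replicate 3 or RB 400 µM replicate 3. The unfolded protein response call was lost without RB 0 µM replicate 1 (adjusted p = 0.0653) and RB 10 µM replicate 1 (0.170). The salicylate call was lost without RB 0 µM replicate 3 (0.0568), RB 10 µM replicate 1 (0.0508) and RB 10 µM replicate 2 (0.137), and with the filterByExpr filter (0.0688). With fry the light-harvesting and mitochondrion-encoded calls were lost (0.0794 and 0.109).

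In total 354 genes were higher and 143 lower at 10 µM than at 0 µM, of which 253 and 63 also changed at least 2-fold. The number of lower genes was 69 without RB 0 µM replicate 3 and 83 without RB 10 µM replicate 1. Camera called 14 of the 32 lists, and 8 held with an estimated correlation. In all, 48 of the 96 tests of a list at a dose were called, 39 up and 9 down.

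**Figure D4:**
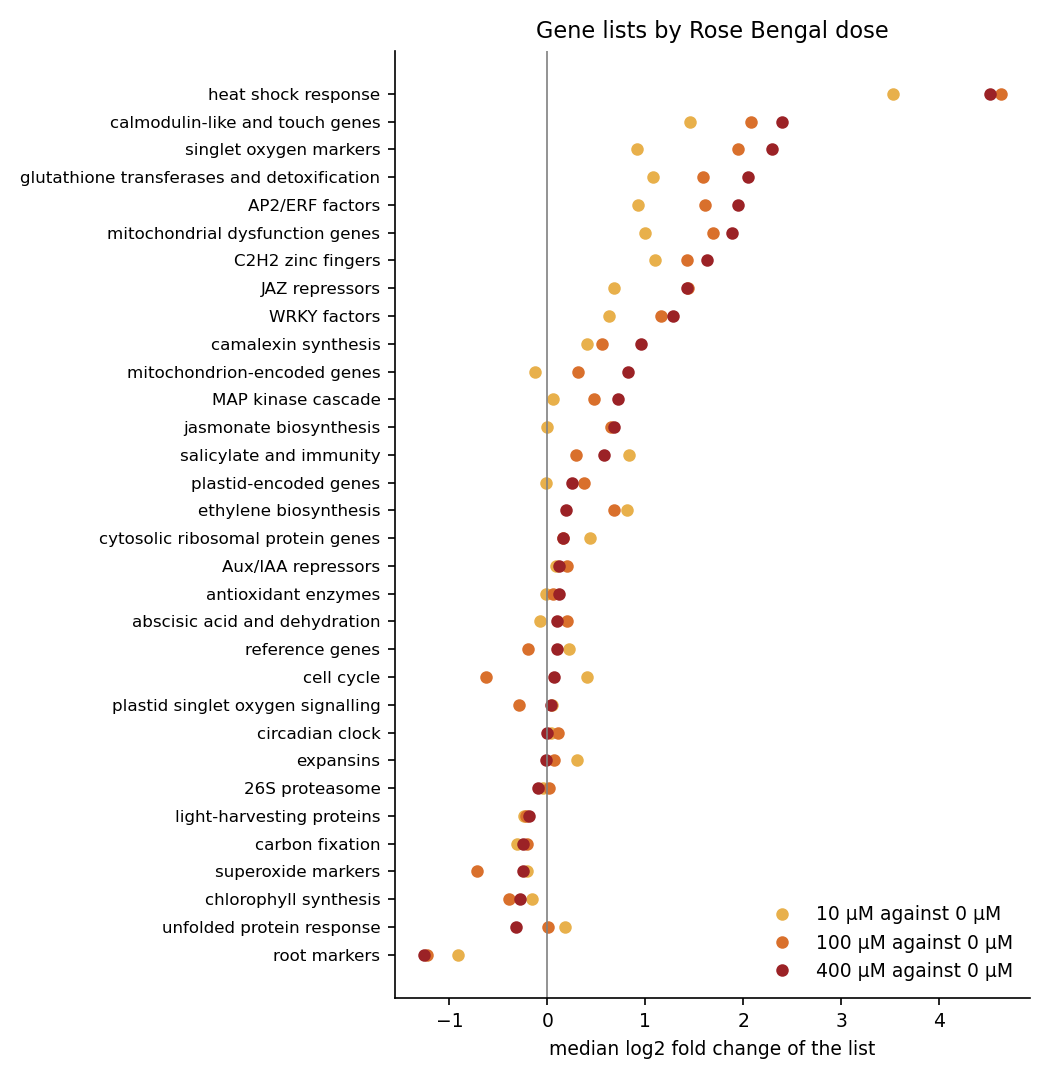
Median log2 fold change against 0 µM (x axis) of each of the 32 gene lists (y axis), with 1 point per dose. Heat shock genes stand at 3.52, 4.63 and 4.51 at 10, 100 and 400 µM, and root markers at -0.91, -1.23 and -1.26.

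The doses were then compared with each other for shared genes. Of the 354 genes higher at 10 µM, 315 were also higher at 100 µM and 317 at 400 µM; of the 143 lower at 10 µM, 130 and 134 were also lower. Of the 974 genes higher at 100 µM, 855 were also higher at 400 µM, and of the 561 lower, 430. Independent lists would share 25.9, 32.2 and 88.7 higher genes and 6.03, 9.20 and 36.1 lower genes. With unchanged groups simulated against the same controls (20 simulations), the mean number shared was 0, a value for groups with no effect that does not measure what shared controls add to lists with effects. No gene was called in opposite directions at any pair of doses, and 307 genes were higher and 128 lower at all 3 doses. Across 6904 genes, which are not independent replicates, the log2 fold changes had r = 0.739 (10 and 100 µM), 0.744 (10 and 400 µM) and 0.915 (100 and 400 µM), against a simulated 0.494, 0.490 and 0.482. Their covariance was 0.291, 0.333 and 0.556, against a simulated 0.033, 0.033 and 0.033. With 3 control libraries the controls could not be split, so part of the excess in shared calls may come from the shared controls.

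Which genes differ between neighbouring doses was tested directly. Between 100 and 10 µM, ERF109 and ERF13 rose further, by 2.81 (SE 0.27) and 2.17 (SE 0.21), and PP2-B13 by 2.39 (SE 0.20). ERF13 went from 28.4 ± 7.44 to 131 ± 30.7 CPM (SD, n = 3). BAP1 and GER5 rose by 0.87 (SE 0.16) and 0.99 (SE 0.18), while FLOT3 and CML40 were not called (adjusted p = 0.0558 and 0.0877). GER5 lost its call in a fit of only these 2 groups (0.96, adjusted p = 0.0571). Of 19 heat shock genes 10 were higher at 100 than at 10 µM (14 adjusted over the list alone), and of 16 AP2/ERF factors 8 (13), and of 13 jasmonate synthesis genes 7 (7), with an adjusted p of 0.170, 0.0987 and 0.0987 with an estimated correlation. Among the falls named by the rule were AT2G37600, AT1G42960, AT5G02960 and AT3G03990. These falls were not called without RB 10 µM replicate 1, without RB 100 µM replicate 2 or without RB 100 µM replicate 3 (adjusted p of 0.0633 to 0.210). Their log2 fold changes, -2.72 to -3.53 with all libraries, were -1.42 to -2.42 without RB 10 µM replicate 1 and -2.31 to -3.39 without RB 100 µM replicate 2 or 3. They also lost their calls in a fit of only these 2 groups (adjusted p of 0.0886 to 0.153).

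In total 396 genes were higher and 199 lower at 100 than at 10 µM, of which 133 and 154 also changed at least 2-fold. Higher genes were 66.6% of the calls, and 39.3% with library totals in place of TMM factors, which moved the median of all genes from -0.02 to -0.18. A fit of only these 2 groups called 123 higher and 8 lower (93.9% higher). These counts also moved with single libraries. Without RB 100 µM replicate 1 they were 698 and 832. The number of higher genes was 214 without RB 100 µM replicate 2, 203 without RB 100 µM replicate 3 and 259 without RB 10 µM replicate 3. The number of lower genes was 21 without RB 100 µM replicate 2, 23 without RB 100 µM replicate 3 and 38 without RB 10 µM replicate 1. Of the 300 leading genes of the component described above, 66 were among the lower genes.

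Between 400 and 100 µM few genes were called. PP2-B14 and PP2-B13 rose further, by 1.34 (SE 0.22) and 1.04 (SE 0.18), from 24.5 ± 7.49 to 61.1 ± 6.41 CPM and from 85.8 ± 14.5 to 176 ± 28.4 CPM (SD, n = 3). AGP3, the peroxidase AT5G17820, the protease CEP2 and AT5G47740 fell by 2.39 (SE 0.37), 1.93 (SE 0.27), 1.65 (SE 0.27) and 1.59 (SE 0.25). None of the 7 marker genes was called, and BAP1 differed by 0.18 (SE 0.15). Root markers had a median of -0.66, or -0.59 with genes at 0 reads set to their bound (adjusted p = 1.56e-05 in camera, 0.0667 with an estimated correlation), with 0 lower over all genes and 5 lower adjusted over the list alone. Heat shock genes had a median of -0.31 (adjusted p = 0.0290, or 0.575 with an estimated correlation), with 0 lower over all genes and 6 lower adjusted over the list alone.

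In total 2 genes were higher and 4 lower at 400 than at 100 µM, with 1050 genes at an unadjusted p under 0.05; DESeq2 called 6 and 22. Without RB 100 µM replicate 1 the counts were 77 and 39, and they were 0 and 0 without RB 100 µM replicate 2, RB 100 µM replicate 3, RB 400 µM replicate 1 or RB 400 µM replicate 3. Without RB 400 µM replicate 2, 2 genes were higher and 1 lower, and PP2-B14, AGP3, CEP2 and AT5G47740 were not called (adjusted p of 0.0869 to 0.102). CEP2 lost its call in a fit of only these 2 groups (adjusted p = 0.0518). Camera called 10 lists between 100 and 10 µM and 7 between 400 and 100 µM, and 0 of these held with an estimated correlation; list tests between neighbouring doses were chosen after seeing the data. The F test of the 3 doses together called 1947 genes (14.6%), and 2354 genes were called at 1 or more doses.

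**Figure D5:**
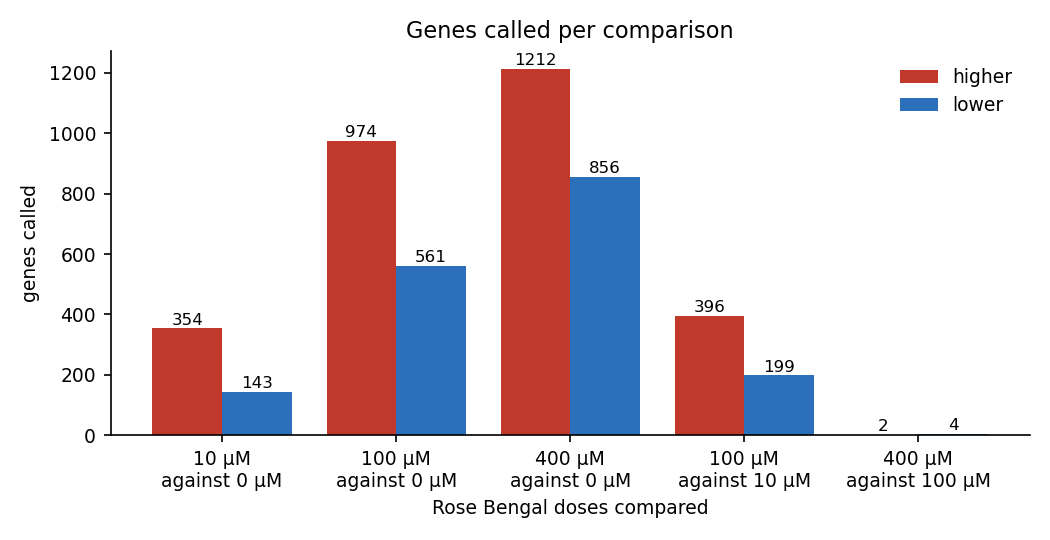
Number of genes called higher or lower (y axis) in each comparison of doses (x axis), at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Called genes go from 354 and 143 at 10 µM to 1212 and 856 at 400 µM, while 2 and 4 differ between 400 and 100 µM.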

Values the study reported

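The study treated seedlings with Rose Bengal at 400 µM for 2 h under 30 µE of light and took genes that changed at least 2-fold with a p under 0.05. Its overlaps are percentages of the smaller gene set of each pair. It reported that the genes upregulated in the flu mutant overlapped with those of Rose Bengal by 39.9% and those of the Ch1 mutant, under light stress combined with cold, by 29.1%. For downregulated genes it gave 13.5% and 8.7%. It gave an overlap with Rose Bengal of 24.2% for β-cyclocitral and of 25.3% for far-red light followed by white light.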

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

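The fit without 3 libraries together and the leave-one-out list tests were chosen after seeing the data; the other alternatives were planned. The tally covered 179 log2 fold changes of named genes that were called in the model reported, or of markers against 0 µM. Few of them could thus gain a call. Of the alternative values, 2386 kept direction and side of the threshold, counting any that kept direction but had no adjusted p. Another 95 lost the call, 3 gained it and 15, for 3 uncalled values, changed sign. FER1 at 100 µM (0.00 in the model reported) was -0.0082 with DESeq2 size factors, -0.1120 with library totals, -0.0125 with filterByExpr, -0.0008 with the replicate block, -0.0085 in DESeq2, -0.0510 without RB 0 µM replicate 1, -0.0452 without RB 0 µM replicate 3 and -0.1418 without RB 100 µM replicate 2 (leaving out 1 library, -0.1418 to 0.0942). MYBL2 at 400 µM (-0.04) was 0.1784 without RB 0 µM replicate 1, 0.0827 without RB 0 µM replicate 2, 0.1848 without RB 400 µM replicate 2 and 0.1745 without the 3 libraries that share a component (leaving out 1 library, -0.3161 to 0.1848). The HSP17-like gene at 10 µM (-0.10) was 0.1383 without RB 0 µM replicate 2, 0.0607 without RB 10 µM replicate 1 and 0.0413 without those 3 libraries (leaving out 1 library, -0.2380 to 0.1383). Requiring at least 2-fold left 63 lower genes at 10 µM, 625 and 276 at 100 µM, 796 and 448 at 400 µM and 133 higher between 100 and 10 µM, since it adds a condition. Library totals gave 225 higher and 348 lower between 100 and 10 µM, and a fit of those groups alone, with fewer samples, 123 and 8. DESeq2 gave 6 and 22 between 400 and 100 µM. Estimated correlations left 25 of the 48 list calls. Without the 3 libraries, 1116 genes were lower at 100 than at 0 µM, 608 lower at 100 than at 10 µM, and 89 higher and 37 lower at 400 than at 100 µM. Where not stated, the cause was not tested.

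Leaving out 1 library at a time gave 244 to 400 higher and 69 to 147 lower genes at 10 µM, 751 to 1102 and 368 to 925 at 100 µM, and 942 to 1067 and 602 to 672 at 400 µM. It gave 203 to 698 and 21 to 832 between 100 and 10 µM, 0 to 77 and 0 to 39 between 400 and 100 µM, 1451 to 2773 at any dose, and 41 to 48 list calls. The highest counts between neighbouring doses came without RB 100 µM replicate 1. With the replicate block, 4 genes were higher at 400 than at 100 µM, and 46 lists were called. The block lost the calls of mitochondrion-encoded genes at 10 µM, light-harvesting proteins at 100 µM and MAP kinase cascade at 400 µM. Their adjusted p in camera was then 0.0561, 0.0508 and 0.0526. Replicate numbers did not pair the libraries: over 18 pairs with 1 number, r was -0.36 to 0.42, 4 pairs were over 0.1, and 4 of 12 libraries correlated best with their own number. The filter alternative without a minimum removed no gene and so changed nothing, and the limma fallback was not needed. Depth limits genes near the floor, where 1 read is 0.277 to 0.667 CPM.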

Other observations

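The tests of library depth and transcript length, both tests on root hair genes and the second form of the neighbour test were chosen only after the result was seen. MOP10, a proline-rich protein, stood at 42.8 ± 4.51, 9.27 ± 4.40, 3.59 ± 1.14 and 2.765 ± 0.806 CPM (SD, n = 3) at 0, 10, 100 and 400 µM, and was called lower at each dose against 0 µM. AT2G44578 stood at 1.48 ± 1.00, 51.3 ± 13.7, 91.0 ± 8.76 and 96.2 ± 16.1 CPM at the 4 doses, and was called higher at each dose against 0 µM. HEMA2, which acts early in tetrapyrrole synthesis, rose at 400 µM with a counting interval of 3.65- to 963-fold. It lies downstream of RAS1, a more abundant gene that also rose. Reads running past the end of RAS1 thus cannot be told apart from a rise of HEMA2 itself. AT4G27090, called higher at 10 µM, had 92.3% of its reads at that dose in 1 library, at 345 CPM.

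Other splits of the libraries were tested for each comparison. Splits between 2 doses were fitted on those groups alone, and lists were adjusted within each comparison. Their counts thus differ from those of the fit of all 12 libraries. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 507 genes at 10 µM (highest other 1), 1431 at 100 µM (0), 2667 at 400 µM (0) and 131 between 100 and 10 µM (0), each the only 1 of the 10 with as many. For lists the real split called 12 (highest other 6), 16 (9) and 15 (9), each again 1 of 10. Between 400 and 100 µM, 2 of 10 splits called as many as the real 8 genes. The other called 183, setting RB 100 µM replicate 1, RB 400 µM replicate 2 and RB 400 µM replicate 3 against the rest, which points to a structure of the samples. For any dose, 1 of 100 drawn splits, the real one, called as many as 1947 genes, and the highest other called 1005. This share is the smallest that 100 draws can give, so chance is unlikely but not excluded.

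The 3 treated libraries that share a component may differ for a technical reason. The one that stands apart was the deepest library in 1 of 3 treated groups and the shallowest in 1, which argues against depth, and the loading had a Spearman rho of 0.0340 with transcript length across genes, though the 300 leading genes had a median length of 1437 nt against 1726 nt in the others. A weaker response was not settled. Over 960 genes that rose at 400 µM the median differences from the other libraries of the dose were 0.06, -0.18 and -0.07. By the rule set beforehand, values above its bound count against a weaker response, and all 3 lay above it. The SD of these 3 values was 0.117, a spread between libraries and not the error of a value. The lowest lay within that SD of the bound, a margin that was not part of the rule. Relative to controls, the leading genes of the component stood at a median of 0.29 in RB 100 µM replicate 1 and 0.11 in RB 400 µM replicate 2. The other libraries of those doses stood at -1.43 and -1.32, and at -0.71 and -0.39. At 10 µM these genes stood at 1.06 in RB 10 µM replicate 1, against 0.37 and 0.16. Without RB 100 µM replicate 1, 116 genes differed between 400 and 100 µM, against 6 with it. Leaving it out lowers the spread at 100 µM, but also leaves only libraries that stand low on the component at that dose. The higher count cannot tell a lower spread apart from this imbalance. No other biological explanation was tested.

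The root hair genes EXPA7, EXPA18 and COBL9 fell at 400 µM. A lower share of root RNA would lower Casparian strip genes alike, but the largest fall among them was -0.64 (CASP1). Reads shared between extensins do not account for the non-extensin genes, whose smallest fall by its counting bound was -2.87 (COBL9, 27 reads against 0, at least 7.32-fold lower). A response of root hair cells to the dye may remain, as a hypothesis found and tested on the same data, and damage to these cells was not tested.

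Some genes beside strongly induced genes rose too, such as RABA2b beside AT1G07400, and reads running past gene ends could be a cause. At 400 µM, 29.1% of 55 downstream same-strand neighbours within 1 kb of genes up at least 4-fold were called higher, against 38.7% of 31 upstream ones and 9.11% of all genes (Fisher's exact test, two-sided, p = 0.473). That form counted pairs in which both genes rose on each side, so pairs were next counted from the more abundant gene, with 32.3% of 31 against 28.6% of 14 (Fisher's exact test, two-sided, p = 1). Neither form showed a direction, so read-through cannot be told apart from induction shared by neighbours, which the upstream share is consistent with.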
